A study of Mus musculus with 14 samples. Its data were reported in "Senescent cancer-associated fibroblasts in pancreatic adenocarcinoma restrict CD8+ T cell activation and limit responsiveness to immunotherapy in mice" (2024).

How the data were processed

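Cancer-associated fibroblasts (CAFs) were sorted in the study from pancreatic lesions of mice with oncogenic Kras, or oncogenic Kras together with 1 conditional null allele of p53, in the pancreatic epithelium. The sort took Pdpn+ cells that were negative for Epcam, Cd45 and Cd31, surface proteins of epithelium, leukocytes and endothelium, and separated them by senescence-associated beta-galactosidase (SA-βGal) activity. Polyadenylated RNA was profiled by CEL-seq2, a stranded method in which a barcode is added at reverse transcription, cDNA of the 3′ end is amplified by in vitro transcription, and molecules can carry identifiers. Per the study's methods, adapters and poly-A tails were trimmed with Cutadapt, reads were aligned to GRCm38 with Tophat2 and counted with Salmon, and differential expression was tested with DESeq2 with a correction for batch. The submitters' processing notes name Trim Galore 0.6.1, DESeq2 1.40.1 and the genome build mm10. Whether molecular identifiers were collapsed, which strand setting was used and which annotation release was counted are not given in the sources used here, and the labels give no batch.

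The deposited values are estimated counts per transcript made by the authors, all whole numbers and not normalized, in a table of 116525 transcripts for 14 libraries. No rounding was needed. Transcript identifiers were matched to the GENCODE M21 annotation of GRCm38, and the counts of 115544 transcripts were summed to 35362 genes. The other 981, with 0.2232% to 0.5007% of the counts of a library, had no entry there and were left out. Xist, Cyr61 and Ctgf were absent under these symbols. Counts per 1e6 counts of a library (CPM) came from gene sums. Single libraries are unscaled, but group means such as for Ins1 are TMM-scaled. Reads of 3′ libraries lie in the last exons and UTRs, so near-identical copies and overlapping genes are hard to separate. Genes with pseudogene or retrogene copies (Gapdh, Mif, Hsp90aa1, Tubb5, the Ins1 and Ins2 pair, globins and trypsinogens among those named) are uncertain in that sense, and genes with exons opposite another gene are uncertain because the strand setting is unknown.

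Totals ranged from 3137812 to 20606404 counts, a 6.567-fold range. A gene without counts in a group is given a bound: its fold was computed against a floor of 3 counts over that group and is written as "at least". Such floors and the 95% limits cover counting error only, since amplified copies are not independent molecules. Shares of counts were compared by their group means.

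The samples were placed in 4 groups by their labels: 3 Kras Non-sen, 5 Kras Sen, 3 Kras+p53 Non-sen and 3 Kras+p53 Sen libraries, where Sen stands for SA-βGal+ and Non-sen for SA-βGal− CAFs. The study gives 5 tumors for its fold changes of Kras Sen CAFs and describes the SA-βGal− CAFs as matched. Neither the labels nor the study say which libraries come from the same animal, or that the other groups' libraries came from separate animals, so p-values there measure the spread between these samples, which may be technical. Before averaging, libraries of a group were compared for duplicates by a chi-square over genes, which was 35.06 to 281.72 per gene, so none was a repeat of another.

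The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3, limma 3.58.1), with TMM scaling, edgeR's low-count filter by group and all 14 libraries in 1 model with the 4 groups. It tested 14003 genes, with Benjamini-Hochberg adjustment and a threshold of an adjusted p under 0.1, the study's level. The common biological coefficient of variation was 1.182. It was 1.396 with the Kras libraries alone and 0.542 with the Kras+p53 libraries alone. There were 5 contrasts: Sen against Non-sen in Kras, the same in Kras+p53, the difference between these 2 effects, and Kras+p53 against Kras among Non-sen and among Sen libraries. Contrasts that use the same group share its libraries. The adjusted p of a gene is from edgeR throughout, all tests were two-sided, and errors of log2 fold changes are standard errors (SE).

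Gene lists were tested with edgeR's camera at a preset inter-gene correlation of 0.01, adjusted over the 38 lists with at least 3 tested genes, and again with an estimated correlation. The lists were cell cycle, DNA replication and repair, senescence regulators, p53 targets, the senescence-associated secretory phenotype (SASP), extracellular matrix (ECM) components, ECM modifiers, interferon, NF-κB, AP-1 and immediate early genes, heat shock, hypoxia and glycolysis, angiogenic factors, the unfolded protein response, ER to Golgi transport, lysosome, complement, TGF-β signalling, T cell regulating factors, factors measured by qRT-PCR in the study, the Bcl2 family, fibroblast identity, inflammatory, myofibroblastic and antigen-presenting CAF markers (iCAF, myCAF, apCAF), and markers of other cells (mesothelial, myeloid, neutrophil, lymphocyte, blood and lymphatic endothelial, ductal, acinar, endocrine, pericyte, Schwann, erythroid) and of sex. Those on ECM, SASP, interferon, NF-κB, hypoxia, vessel growth, cell cycle, DNA repair, vesicle transport, complement, TGF-β, p53 targets and qRT-PCR follow themes that the study took from data that include these libraries, so their direction is not independent evidence. Some lists share genes, so their calls are not independent. Camera compares a list with all other genes. Fry, an alternative, only tests whether members move on balance in 1 direction.

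Genes were named by a rule: per comparison, the 10 higher and the 10 lower genes with the largest fold change among those called, with a mean of at least 10 CPM and with all libraries of 1 group above those of the other; where fewer than 5 genes were called, the 5 with the smallest p; in both Sen comparisons Cdkn2a, Cdkn2b, Cdkn1a, Serpine1, Glb1, Pdpn, Bcl2, Mki67, Trp53 and Kras; and up to 4 members of each list with the smallest p. For the genotype difference the demand on separated libraries was dropped. Groups, contrasts, lists, the naming rule and the alternatives were fixed before the data were examined, except where a choice is said to come after the data were seen. Shares of counts were compared with an exact permutation test of group means, adjusted over 15 shares per genotype. Its smallest possible p was 0.01786 for 5 against 3 libraries and 0.1 for 3 against 3.

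Alternatives were RLE scaling, library totals, no low-count filter, at least 10 counts in 5 libraries, DESeq2 1.42.0, limma-voom with quality weights, an adjusted p under 0.05, replicate number as a block, 1 surrogate variable (sva 3.50.0), counts thinned to 3124937 per library, mitochondrial and ribosomal genes left out, transcripts in place of genes, only the 2 groups compared, and each library left out in turn. Alternatives added after the data were seen left out 16094 genes of uncertain counting (predicted, olfactory and vomeronasal receptor, and opposite-strand genes), or used only the Kras+p53 libraries. In Kras+p53 mice the deviations of same-numbered Sen and Non-sen libraries from their group means were correlated, with r = 0.21, 0.168 and 0.259 for replicates 1 to 3, so these numbers were read as pairs.

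The tests were tried on simulated counts made from the real means and library sizes. With the real dispersion and all 14 libraries, edgeR recovered 1.5%, 0% and 18.5% of genes changed 2-, 4- and 16-fold in the Kras comparison (13552 genes), with 0% false calls. In the Kras+p53 comparison it recovered 0%, 3.1% and 15.2% (13563 genes), with 7.7% false calls, and with the Kras+p53 libraries alone 4.5%, 35.4% and 86.7% (11844 genes), with 10.3% false calls. With a far lower dispersion, set to 0.1 of the real one, the Kras shares were 16.4%, 68.8% and 100%. DESeq2 at the real dispersion gave 76.5% false calls in Kras and 81.8% in Kras+p53, against 11.1% and 8.3% with limma-voom. Of 20 simulated lists that moved, camera with the preset correlation called 9 in Kras and 10 in Kras+p53, camera with an estimated correlation 1 and 0, and fry 6 and 2. Of 200 lists that did not move they called 0 and 3, 0 and 0, and 0 and 4. With the Kras+p53 libraries alone they called 20, 16 and 18 of the 20 moved lists and 0, 0 and 2 of the 200 others. Genes were drawn independently in the simulation, so these shares of false calls do not hold for lists of correlated genes. When the groups of the real libraries were redrawn, camera with the preset correlation called a median of 20 lists in Kras+p53 mice (10 to 29). In Kras mice it called up to 21. Annotation and shares were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pyranges 0.1.4.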

Results

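The transcriptomes of CAFs sorted from mouse pancreatic lesions were profiled in 14 RNA-seq libraries, to find which genes distinguish senescent CAFs from the other CAFs of the same lesions. CAFs were Pdpn+ cells free of epithelial, leukocyte and endothelial surface markers. They were divided by SA-βGal activity, a lysosomal enzyme activity that accumulates in senescent cells, into SA-βGal+ (Sen) and SA-βGal− (Non-sen) fractions. Mice with oncogenic Kras gave 5 Sen and 3 Non-sen libraries, and mice with oncogenic Kras and 1 conditional null allele of p53 (Kras+p53) gave 3 of each. All libraries are labelled as pancreatic ductal adenocarcinoma (PDAC), although the study describes the lesions of Kras mice as premalignant. Kras Non-sen replicates 1 to 3 held 6138948, 6507882 and 3778017 counts. Kras Sen replicates 1 to 5 held 3699248, 3137812, 9822003, 20606404 and 5162058. In Kras+p53 mice the totals were 9335861, 7219025 and 11542558 for Non-sen and 9866014, 7714105 and 6175205 for Sen libraries. Levels are given below in CPM, and log2 fold changes with their SE.

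Transcripts of other cells of the pancreas were present in all groups. In Kras mice, acinar transcripts made up 0.213% ± 0.2 of the counts of Sen libraries (SD, n = 5) and 1.2% ± 0.359 of Non-sen libraries (n = 3). The ductal share was 0.0740% ± 0.0140 in Sen and 0.183% ± 0.0695 in Non-sen, and the lymphocyte share 0.000275% and 0.0139%. Mitochondrial transcripts took 2.85% ± 0.367 in Sen and 8.39% ± 3.48 in Non-sen, and ribosomal protein genes 8.57% ± 1.61 and 3.98% ± 1.72. Each of these 5 differences had an exact permutation p of 0.01786, the smallest possible for these group sizes, and an adjusted p of 0.05357 over the 15 shares. Mesothelial and blood endothelial shares were lower in Sen libraries and the myeloid share higher (0.0216% against 0.0146%), each with an exact p of 0.03571 (adjusted p = 0.06696). In Kras+p53 mice the ductal share was 0.224% ± 0.0656 (n = 3) in Sen and 0.836% ± 0.398 (n = 3) in Non-sen libraries, with an exact p of 0.1, the smallest possible there (adjusted p = 0.375). Within replicate pairs, a comparison chosen after the data were seen, 12 of 14 shares were lower in Sen in all 3 pairs (exact p = 0.25 each, the smallest possible with 3 pairs). Among them were the ductal, acinar, mesothelial and myeloid shares and the mitochondrial share, which was 7.72%, 6.56% and 13.15% in Sen and 10.62%, 9.36% and 19.77% in Non-sen libraries of pairs 1 to 3. Kras+p53 Non-sen replicate 3 held 1.4% acinar, 0.2356% myeloid and 19.77% mitochondrial transcripts, and an erythroid share that raised the mean of its group to 4.18% ± 7.20. The Kras Non-sen libraries differed in where their counts fell. Predicted genes took 29.6% ± 5.04 of their counts against 3.02% ± 0.721 in Kras Sen libraries, and olfactory and vomeronasal receptor genes took 4.79% ± 1.15 against 0.191% ± 0.110. These last shares were chosen after the data were seen (exact p = 0.01786 each).

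**Figure D1:**
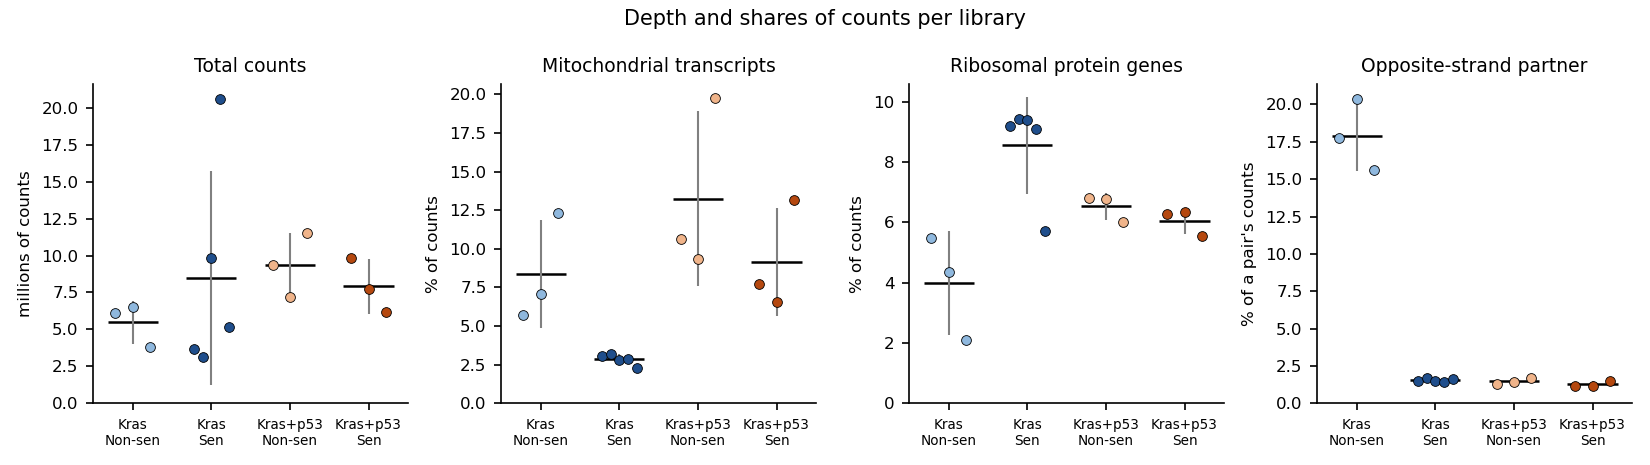
Total counts (axis in units of 1e6) and 3 shares of counts in percent for each of the 14 libraries (points) by group, with the group mean (horizontal line) and SD (vertical line). The opposite-strand share is the part of the counts of pairs of genes on opposite strands that fell on the less expressed partner, which was 17.9% ± 2.38 in Kras Non-sen and 1.56% ± 0.115 in Kras Sen libraries, where the pairs were chosen for a low share.

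In Kras mice, ECM genes were higher as lists in Sen than in Non-sen libraries. Of 40 ECM components tested, 15 rose and 0 fell (18 and 0 adjusted over the list alone). The median log2 fold change of the list was 1.03 (adjusted p = 3.13e-07). Col3a1, a fibrillar collagen, rose from 4158 ± 1340 CPM (SD, n = 3) to 13400 ± 2920 CPM (n = 5), a log2 fold change of 1.69 ± 0.33 (adjusted p = 0.00426). Sparc, a collagen-binding glycoprotein, rose by 1.52 ± 0.31 (adjusted p = 0.00561), and fibronectin (Fn1) by 1.48 ± 0.36 (adjusted p = 0.0143). Of 40 ECM modifiers, 12 rose and 1 fell (14 and 1 adjusted over the list alone), with a median of 1.06 (adjusted p = 3.47e-06). Among them were the metalloproteinase inhibitor Timp1 (1.87 ± 0.51, adjusted p = 0.0234) and Serpine1, an inhibitor of plasminogen activators, which rose from 148 ± 127 to 775 ± 430 CPM (2.39 ± 0.62, adjusted p = 0.0191). Both lists had an adjusted p of 0.352 with an estimated correlation. They follow themes of the study and are not independent evidence. Ribosomal protein genes, also abundant, took 8.57% of Sen and 3.98% of Non-sen counts, while mitochondrial transcripts took 2.85% and 8.39%. The Kras lists here and below were not compared with genes of matched expression. A general shift of abundant transcripts is thus not separated from a change of these lists.

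The fibroblast and iCAF lists were higher. Of 14 fibroblast identity genes 6 rose (7 adjusted over the list alone, median 1.15, adjusted p = 0.000465), and of 20 iCAF markers 8 rose (10 adjusted over the list alone, median 1.43, adjusted p = 4.29e-05). The collagen Col14a1, an iCAF marker, rose by 1.64 ± 0.41 (adjusted p = 0.0173). Of 21 myCAF markers, all above 0, 2 rose (0 adjusted over the list alone, median 0.86, adjusted p = 0.00151). Acta2, the smooth muscle actin of myofibroblasts, was at 539 ± 315 CPM in Sen and 226 ± 36.5 CPM in Non-sen libraries (1.26 ± 0.49, adjusted p = 0.102). The adjusted p with an estimated correlation was 0.352 for fibroblast identity and iCAF markers and 0.353 for myCAF markers.

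NF-κB and SASP lists were higher in Kras Sen CAFs. Of 29 NF-κB targets and feedback genes, 16 rose and 0 fell (16 adjusted over the list alone, median 1.63, adjusted p = 2.37e-06). Of 40 SASP factors, 14 rose and 0 fell (15 adjusted over the list alone, median 0.97, adjusted p = 3.15e-05), and the median was 1.0 with genes that had no counts in a group set at their bound. The neutrophil-attracting chemokine Cxcl1 rose from 2270 ± 1420 CPM (SD, n = 3) to 13350 ± 6260 CPM (n = 5), by 2.56 ± 0.60 (adjusted p = 0.0127). The related Cxcl2 rose by 2.32 ± 0.53 (adjusted p = 0.0114), the monocyte chemokine Ccl2 by 1.89 ± 0.48 (adjusted p = 0.017) and the alarmin Il33 by 1.47 ± 0.35 (adjusted p = 0.0138). The cytokine Mif rose by 2.70 ± 0.52 (adjusted p = 0.00389), and Nfkbia, which holds NF-κB in the cytoplasm, by 1.77 ± 0.40 (adjusted p = 0.011). Il6 rose from 858 ± 531 to 3849 ± 2070 CPM (2.17 ± 0.73, adjusted p = 0.0587), a call that was lost without Kras Non-sen replicate 3 (adjusted p = 0.175) and without Kras Sen replicate 3 (adjusted p = 0.110). Both lists had an adjusted p of 0.352 with an estimated correlation, follow themes of the study and are not independent evidence.

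The complement and AP-1 lists were called higher. Of 14 complement genes, 5 rose and 1 fell (8 and 1 adjusted over the list alone, median 1.2, adjusted p = 0.00151). C4b rose by 1.59 ± 0.45 (adjusted p = 0.0277), while Clu, an inhibitor of the complement cascade, fell by 1.56 ± 0.42 (adjusted p = 0.0223, and 0.114 without Kras Non-sen replicate 3). Of 28 AP-1 and immediate early genes, 4 rose and 0 fell (4 adjusted over the list alone, median 0.66, adjusted p = 0.00027), among them the transcription factor Klf6 (1.41 ± 0.34, adjusted p = 0.0136). The adjusted p with an estimated correlation was 0.352 for complement and 0.363 for AP-1 genes. The complement list is not independent evidence.

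Genes that act on T cells and the interferon response went both ways. Of 23 T cell regulating factors, 4 rose and 3 fell (4 and 3 adjusted over the list alone, median 0.85, adjusted p = 0.067, and 0.208 without Kras Non-sen replicate 1). The prostaglandin synthase Ptgs2 rose by 2.42 ± 0.68 (adjusted p = 0.0259). Nt5e and Entpd1, enzymes that turn extracellular ATP to adenosine, had no counts in Sen libraries and were at least 14.5-fold and 177-fold lower. Of 45 interferon and antigen presentation genes, 1 rose and 2 fell (1 and 1 adjusted over the list alone, median 0.49, or 0.47 with bounds, adjusted p = 0.0143, and 0.183 without Kras Non-sen replicate 3). Oasl2 rose by 3.42 ± 1.02 (adjusted p = 0.035), whereas Mx1, an antiviral GTPase, was at least 52.7-fold lower. Of the 14 factors measured by qRT-PCR in the study, 4 rose and 0 fell (4 adjusted over the list alone, median 0.68, adjusted p = 0.0157). The adjusted p with an estimated correlation was 0.352 for T cell factors, 0.577 for interferon genes and 0.357 for the qRT-PCR list. The interferon and qRT-PCR lists are not independent evidence.

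Secretion and protein folding lists were higher in Kras Sen libraries. Of 25 ER to Golgi transport genes, 5 rose and 0 fell (5 adjusted over the list alone, median 1.02, adjusted p = 2.98e-05), among them Tmed2, a cargo receptor of transport vesicles (1.46 ± 0.42, adjusted p = 0.0294). Of 24 unfolded protein response genes, 6 rose and 0 fell (8 and 1 adjusted over the list alone, median 0.91, adjusted p = 0.00232), with the ER chaperone Hspa5 higher by 1.52 ± 0.40 (adjusted p = 0.0206). Of 13 heat shock genes, 5 rose and 0 fell (7 adjusted over the list alone, median 1.02, adjusted p = 0.00151), with the chaperone Hsp90aa1 higher by 1.21 ± 0.30 (adjusted p = 0.0164). Of 32 lysosome genes, 6 rose and 1 fell (6 and 1 adjusted over the list alone, median 0.77, adjusted p = 0.00151). The lysosomal membrane protein gene Lamp1 was higher by 4.56 ± 0.99 (adjusted p = 0.00852), an uncertain value since its exons lie opposite another gene. The adjusted p with an estimated correlation was 0.353 for lysosome genes and 0.352 for the others. The transport list is not independent evidence.

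Hypoxia, vessel growth and TGF-β lists were higher in Kras Sen libraries. Of 38 hypoxia and glycolysis genes, 8 rose and 1 fell (9 and 1 adjusted over the list alone, median 0.75, adjusted p = 0.00251), with the hypoxia-induced gene Ndrg1 higher by 2.08 ± 0.43 (adjusted p = 0.0062). Of 30 angiogenic factors, 5 rose and 1 fell (5 and 1 adjusted over the list alone, median 0.98, adjusted p = 0.000304). Vegfc, a growth factor of lymphatic vessels, was at 25.2 ± 4.55 CPM in Sen and 0.114 CPM in Non-sen libraries (7.49 ± 1.37, adjusted p = 0.00284). The guidance factor Sema3a fell by 7.12 ± 1.51 (adjusted p = 0.00762). Of 21 TGF-β signalling genes, 4 rose and 0 fell (4 adjusted over the list alone, median 0.89, adjusted p = 0.00219), among them Ltbp3, which binds latent TGF-β (4.22 ± 0.75, adjusted p = 0.00221). These lists had an adjusted p of 0.352 with an estimated correlation. All 3 follow the study and are not independent evidence.

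Cell cycle genes were lower in Kras Sen CAFs. Of 31 cell cycle genes, 1 rose and 8 fell (2 and 8 adjusted over the list alone, median −1.71, or −1.70 with bounds, adjusted p = 0.0963). The mitotic motor Cenpe had 0 counts in Sen and 25 in Non-sen libraries, at least 26.9-fold lower, while the tubulin Tubb5 rose by 1.87 ± 0.45 (adjusted p = 0.0138). The adjusted p of the list was 0.491 with an estimated correlation, and the call was kept in 3 of the 14 fits that left out a library, with an adjusted p of up to 0.367 (without Kras Non-sen replicate 3). Of the DNA replication and repair genes 0 rose and 5 fell (median −0.67), and the list was not called (adjusted p = 0.133). Thymidine kinase Tk1 fell by 7.94 ± 1.49 (adjusted p = 0.00346), and the replicative helicase subunit Mcm5 was at least 216-fold lower (adjusted p = 0.00455). Both lists follow themes of the study and are not independent evidence.

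Markers of acinar, epithelial, mesothelial, lymphoid and neutrophil cells were lower in Kras Sen libraries. Of 20 acinar genes, 0 rose and 5 fell (18 fell adjusted over the list alone, median −2.78, adjusted p = 1.4e-05). The digestive enzyme gene Try5 was at 41.8 ± 37.1 CPM in Sen and 724 ± 345 CPM in Non-sen libraries (−4.12 ± 1.25, adjusted p = 0.0375). Of 20 ductal and tumor epithelial genes, 0 rose and 7 fell (1 and 9 adjusted over the list alone, median −2.18, adjusted p = 0.00151), among them the trefoil peptide Tff2 (−2.25 ± 0.57, adjusted p = 0.017). Of 9 mesothelial genes 6 fell (6 adjusted over the list alone, median −3.34, adjusted p = 0.0261, and 0.252 without Kras Non-sen replicate 1), with mesothelin (Msln) lower by −6.83 ± 1.31 (adjusted p = 0.0039). Of 6 lymphocyte genes 3 fell (4 adjusted over the list alone, median −5.13, or −4.11 with bounds, adjusted p = 0.0426). The lymphocyte call was kept in 8 of the 14 fits that left out a library (up to 0.187, without Kras Non-sen replicate 2). Of 9 neutrophil genes 5 fell (6 adjusted over the list alone, median −4.57, adjusted p = 0.0935). This call was kept in 2 of these 14 fits (up to 0.25, without Kras Non-sen replicate 1). The adjusted p with an estimated correlation was 0.401 for acinar and mesothelial, 0.352 for ductal and lymphocyte and 0.472 for neutrophil genes. Of pericyte and smooth muscle genes, a list that was not called, the myosin Myh11 had 0 counts in Sen and 305 in Non-sen libraries (at least 315-fold lower, adjusted p = 0.0017).

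Among senescence regulators, the cell cycle inhibitor Cdkn1a (p21; ENSMUSG00000023067.14, GRCm38 chromosome 17, 29090976 to 29100727) rose in Kras Sen CAFs. Its level went from 266 ± 217 CPM (SD, n = 3) to 909 ± 314 CPM (n = 5), a rise of 1.77 ± 0.56 (adjusted p = 0.0445). The inhibitor Cdkn2a (p16 and p19Arf) was at 4.76 ± 10.2 CPM in Sen and 0.057 CPM in Non-sen libraries (5.94 ± 2.47, adjusted p = 0.125), with nearly all counts from Kras Sen replicate 4. Cdkn2b changed by −0.39 ± 1.01 (adjusted p = 0.868). Glb1, which encodes the enzyme measured as SA-βGal, changed by −0.46 ± 1.01 (adjusted p = 0.838) and Pdpn, a marker of the sort, by 0.84 ± 0.56 (adjusted p = 0.366). Bcl2, which blocks apoptosis, changed by 0.49 ± 1.27 (adjusted p = 0.868). The proliferation marker Mki67 had 57 counts in Sen and 0 in Non-sen libraries (at least 5.59-fold higher, adjusted p = 0.129). Trp53 changed by −1.01 ± 0.68 (adjusted p = 0.377) and Kras by −0.84 ± 1.5 (adjusted p = 0.787). These alleles recombine in epithelial cells, which the sort removed, so their levels do not check the labels.

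**Figure D2:**
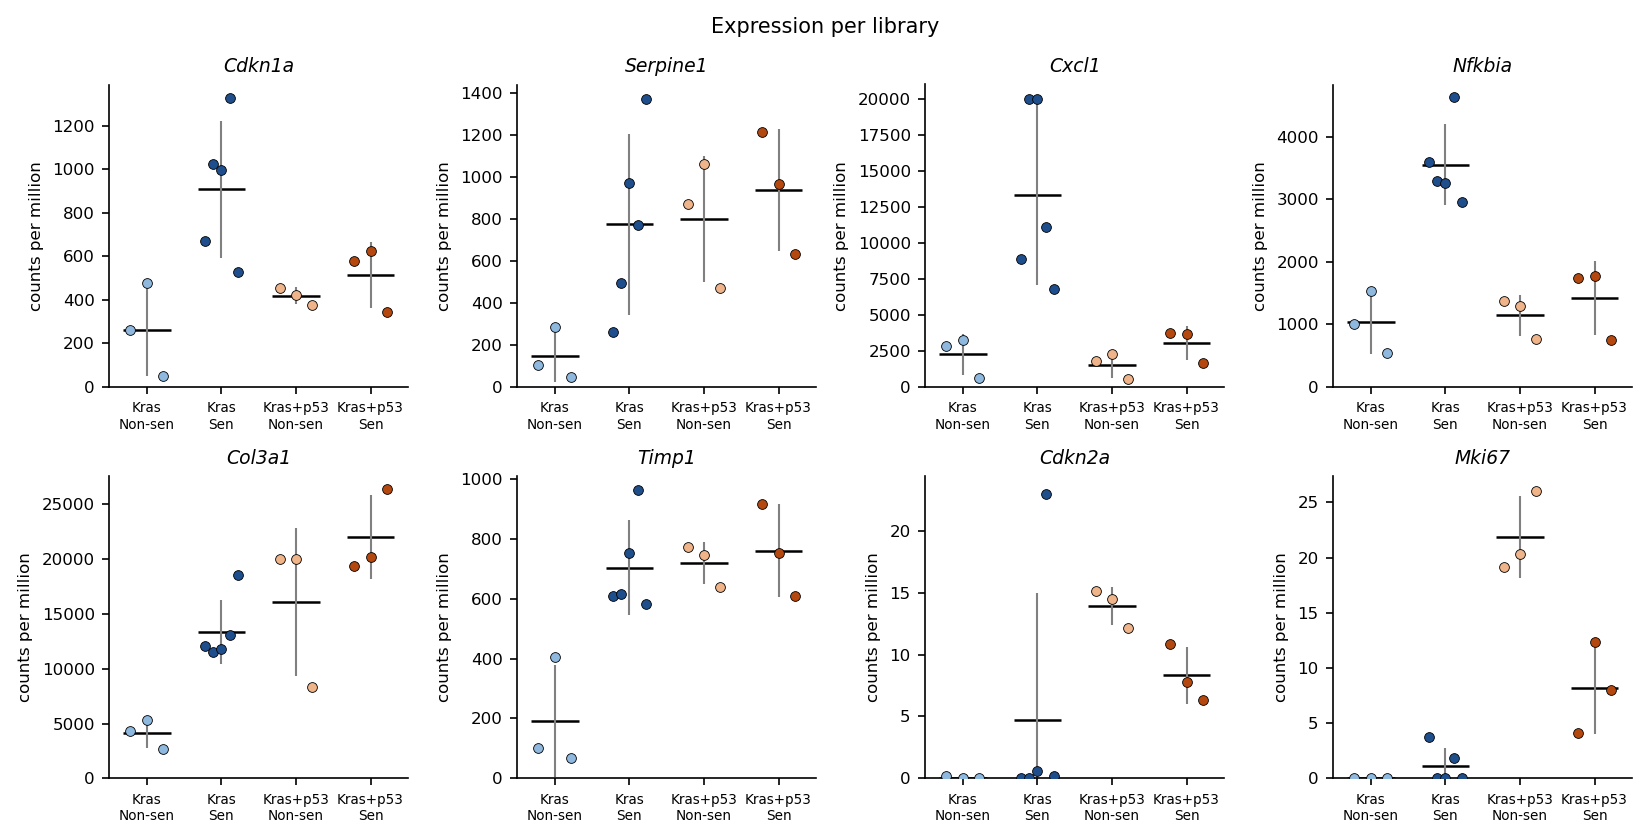
Expression of 8 genes in counts per library scaled to CPM (points) by group, with the group mean (horizontal line) and SD (vertical line). Cdkn1a, Serpine1, Cxcl1, Nfkbia, Col3a1 and Timp1 rose in Kras Sen libraries, and Cdkn2a counts in Kras Sen libraries lie nearly all in 1 library.

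The remaining lists did not pass the threshold in Kras mice. Adjusted p was 0.155 for sex-linked transcripts, 0.184 for blood endothelium, 0.231 for senescence regulators, 0.267 for erythroid genes and 0.3 for p53 targets. It was 0.447 for pericyte, 0.456 for apCAF and Bcl2 family, 0.53 for myeloid, 0.527 for lymphatic endothelial, 0.544 for endocrine and 0.96 for Schwann cell genes. The Bcl2 family had a median of −0.44 and a mean of 0.05, and Schwann cell genes −0.67 and 0.06. Of the Y-linked genes, Uty changed by −6.83 ± 1.46 (2.89 CPM in Sen and 342 CPM in Non-sen libraries), whereas Ddx3y changed by 1.34 ± 1.66.

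Of the 10 higher and 10 lower genes named by fold in Kras mice, all but Gm48494 had no counts in 1 group. Nudt9, an ADP-ribose hydrolase gene (ENSMUSG00000029310.13, chromosome 5, 104046306 to 104065379), had 0 counts in Non-sen libraries and was at least 211-fold higher in Sen libraries (adjusted p = 0.000258). Next came the arginine methyltransferase gene Carm1 (at least 142-fold, with exons opposite another gene), the phosphatase gene Dusp14 (138-fold), Cnot2 (124-fold) and Vps37c (111-fold). Ighg1, Zfp862-ps, Ackr4, BC029722 and Mier3 were at least 87.5-fold higher. Among lower genes, Gm47605, Gm48333 and Gm47495 were at least 12600-, 6700- and 6000-fold lower, and Gm48494 had 8 counts in Sen and 56307 in Non-sen libraries. 4930519G04Rik, Nsl1, Gm47668, Trpm1, Usp17la and Chrna1 were at least 1180-fold lower. Predicted, receptor and opposite-strand genes made up 38.37% of the lower and 16.81% of the higher calls, against 17.51% of tested genes, and opposite-strand genes alone 14.29% of the higher calls against 9.93%. Of 1920 genes abundant in the other groups, 18 were over 16-fold lower in Kras Non-sen libraries, such as Ctnnb1 (5.91 CPM, against 241 CPM in Kras Sen). Of these 12 had exons opposite another gene, against 177 of the 1920 (Fisher's exact p = 3e-09, a test chosen after the data were seen, as were these genes).

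In all, 2850 of 14003 genes were called in Kras mice by edgeR, 833 higher and 2017 lower. An unadjusted p under 0.05 was found for 3960 genes, where 700 would come by chance. Libraries of the groups did not overlap at 2778 genes (19.84%, against 3.57% by chance). Of the 38 lists 25 were called, 19 higher and 6 lower, and 0 with an estimated correlation. The count of genes was 1745 with the uncertain gene classes left out, 1211 with only these groups fitted, 5068 with no low-count filter and 1794 with the strict one. RLE scaling and library totals moved the median of all genes from 0.022 to −0.196 and 0.302, with no named call reversed. The endothelial genes Cdh5, Esam and Lyve1 and the mesothelial gene Upk1b turned direction without Kras Non-sen replicate 1, as the neutrophil gene Ltf did without replicate 2 (fitted values of up to 0.968, 0.975, 0.973, 0.998 and 2.531).

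In Kras+p53 mice, Sen libraries held more iCAF and fewer epithelial transcripts than Non-sen libraries as lists at the preset correlation, while no gene passed the test by edgeR. Of 20 iCAF markers 19 were above 0 (median 0.84, adjusted p = 7.56e-15, and 0.00045 without Kras+p53 Non-sen replicate 3). The call was lost with an estimated correlation (adjusted p = 0.169) and by fry (adjusted p = 0.567). The complement factor C3 was at 2294 ± 1220 CPM in Sen and 1134 ± 517 CPM in Non-sen libraries (SD, n = 3 each, 1.02 ± 0.45, adjusted p = 1), and the chemokine Cxcl12 differed by 1.47 ± 0.69 (adjusted p = 1). Of 20 ductal and tumor epithelial genes 1 was above 0 (3 fell adjusted over the list alone, median −2.08, adjusted p = 1.42e-15, and 3.07e-10 without that library). This call was lost too, at the same adjusted p of 0.169 with an estimated correlation and 0.567 by fry. Tff1 was at 217 CPM in Sen and 3323 CPM in Non-sen libraries (−3.94 ± 1.39, adjusted p = 1).

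A further 8 lists were called in Kras+p53 mice with and without Kras+p53 Non-sen replicate 3. Higher were NF-κB genes (22 of 29 above 0, median 0.31, adjusted p = 1.45e-05), ER to Golgi transport (25 of 25, 0.35, 0.00021), ECM modifiers (37 of 40, 0.39, 2.68e-08) and angiogenic factors (24 of 30, 0.33, 0.000311). So were the qRT-PCR list (11 of 14, 0.23, 0.000729) and the unfolded protein response (17 of 24, 0.31, 0.00214). Cell cycle (0 of 31, −1.07, 1.45e-05) and myeloid genes (0 of 17, −2.37, 1.54e-08) were lower. Without that library their adjusted p was 0.0272, 0.0321, 0.0573, 0.0599, 0.0133, 0.0321, 0.0113 and 0.0215 in this order. The adjusted p of these 8 lists was 0.169 to 0.317 with an estimated correlation and 0.567 to 0.7 by fry. The real groups called 25 lists, and the 3 other splits of the 6 libraries that also part all 3 replicate pairs called 10, 24 and 18. The 6 splits that keep 2 pairs together called 19 to 29, and 10 splits are too few to exclude chance. No member of these 8 lists was called over all genes or adjusted over the list alone. All but the myeloid and unfolded protein response lists follow the study and are not independent evidence.

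The other list calls in Kras+p53 mice ended without Kras+p53 Non-sen replicate 3, the library with the high acinar, erythroid and myeloid shares. Acinar genes were below 0 in all 20 members (16 fell adjusted over the list alone, median −4.14, adjusted p = 7.42e-16, and 0.89 without it). Erythroid genes were below 0 in all 5 (5 fell adjusted over the list alone, −5.13, 0.00304, and 0.151), with the globin Hbb-bs at 504 CPM in Sen and 17790 CPM in Non-sen libraries. Higher with that library were ECM components (37 of 40 above 0, median 0.34, 5.6e-11, and 0.649), fibroblast identity (13 of 14, 0.45, 3.57e-07, and 0.15) and complement (13 of 14, 0.53, 1.59e-05, and 0.29, with Clu lower adjusted over the list alone). So were AP-1 (21 of 28, 0.18, 0.000319, and 0.935), TGF-β (19 of 21, 0.29, 0.00164, and 0.219) and lysosome genes (29 of 32, 0.25, 0.00168, and 0.251). Heat shock (11 of 13, 0.35, 0.00681, and 0.151) and myCAF genes (13 of 21, 0.21, 0.00641, and 0.935) were also higher with it. Blood endothelial (0 of 12, −2.15, 0.000215, and 0.145), DNA replication (3 of 40, −0.65, 0.00291, and 0.151) and neutrophil genes (1 of 9, −2.49, 0.00329, and 0.387) were lower with it. SASP factors (26 of 40 above 0, median 0.30, mean −0.12) were called higher at an adjusted p of 0.0032, which was 0.313 without that library and 0.121 without Kras+p53 Sen replicate 2. AP-1 and erythroid genes turned direction without that library, and hypoxia genes were called higher without it (0.0272, against 0.275 with it). With an estimated correlation their adjusted p was 0.169 to 0.357. ECM, DNA replication, SASP, complement and TGF-β lists are not independent evidence.

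Lymphatic endothelial genes were called lower in Kras+p53 Sen CAFs (1 of 5 above 0, median −1.10, adjusted p = 0.0715), with an adjusted p of 0.107 with replicate pairs as a block. Their adjusted p was 0.52 without Kras+p53 Sen replicate 2, 0.356 and 0.29 without Kras+p53 Non-sen replicates 1 and 3, and 0.171 without Kras Non-sen replicate 3. The lists not called were lymphocyte (0.17), interferon (0.177), mesothelial (0.247), hypoxia (0.275), apCAF (0.376), T cell regulating (0.384) and p53 target genes (0.426). So were pericyte (0.439), senescence regulator (0.48), sex-linked (0.636), Bcl2 family and endocrine (0.742) and Schwann cell genes (0.962). Median and test differed in sign for hypoxia, p53 targets, senescence regulators and the Bcl2 family (median below 0, test higher) and for mesothelial genes (0.14, test lower), and T cell factors had a median of 0.06 and a mean of −0.29. No list was called with an estimated correlation, where the 25 lists had an adjusted p of 0.169 to 0.357.

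None of the senescence genes was called in Kras+p53 mice. Cdkn1a changed by 0.30 ± 0.58 and Serpine1 by 0.23 ± 0.62, each with an adjusted p of 1. Cdkn2a was at 8.35 ± 2.31 CPM in Sen and 13.9 ± 1.57 CPM in Non-sen libraries (SD, n = 3 each, −0.74 ± 1.96, adjusted p = 1). In the fit of the Kras+p53 libraries alone the SE of Cdkn2a was smaller (−0.72 ± 0.39, adjusted p = 0.881). Cdkn2b changed by 0.20 ± 1.14, Glb1 by 0.25 ± 1.15, Pdpn by 0.40 ± 0.60 and Bcl2 by 0.02 ± 1.40. Mki67 changed by −1.42 ± 1.88, Trp53 by 0.12 ± 0.78 and Kras by −0.24 ± 1.70, all with an adjusted p of 1.

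By edgeR 0 of 14003 genes were called in Kras+p53 mice, and 230 had an unadjusted p under 0.05 (30 higher and 200 lower, 700 expected by chance). DESeq2 called 20 and limma-voom 131. The groups did not overlap at 1687 genes (12.05%, against 10% by chance). The 5 genes with the smallest p, not called, were Gkn2, Gm10800, Tff2, Gm10801 and Gm29761. Gkn2, a gene of the gastric mucosa, was at 18.8 CPM in Sen and 630 CPM in Non-sen libraries (−5.07 ± 0.97, adjusted p = 1). Gm10800 differed by −2.25 ± 0.50 and Tff2 by −2.87 ± 0.69, and Gm29761 had 0 and 29 counts (at least 8.44-fold lower). A fit of the Kras+p53 libraries alone called 0 of 12308 genes, and with replicate pairs as a block, added after the data were seen, 23 genes fell and 0 rose. Among them were Gkn2 (−4.34 ± 0.53) and the epithelial adhesion genes Epcam (−2.52 ± 0.27) and Cdh1 (−2.28 ± 0.25). Without Kras+p53 Non-sen replicate 3 the count of called lists was 11 in place of 25.

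**Figure D3:**
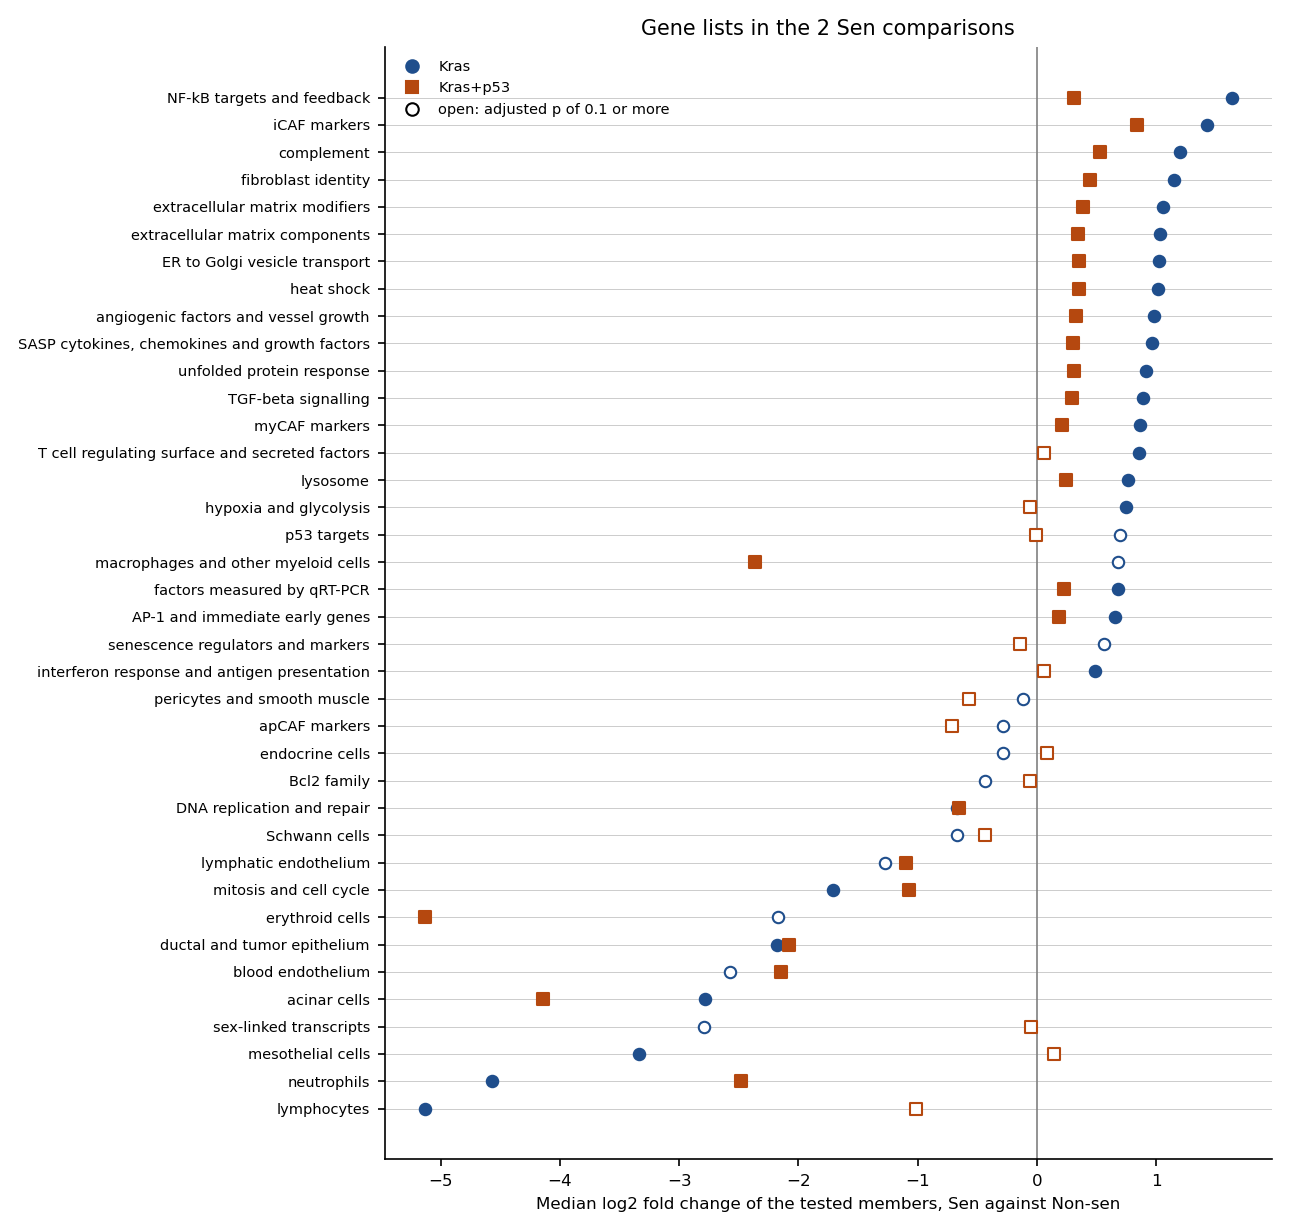
Median log2 fold change of the tested members of the gene lists, Sen against Non-sen, in Kras (circles) and Kras+p53 mice (squares), with open symbols where the list test had an adjusted p of 0.1 or more. NF-κB targets had a median of 1.63 in Kras and 0.31 in Kras+p53 mice, and acinar genes −2.78 and −4.14.

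Whether the Sen effect differed between the genotypes was tested directly. As lists tested with the preset correlation, NF-κB, SASP, ECM, hypoxia and transport genes were called lower in this difference, but 33 of 100 splits of the libraries called as many lists (15, highest other 30), so chance cannot be excluded. The median difference (Kras+p53 minus Kras) was −1.05 for NF-κB genes (adjusted p = 0.00424), −0.82 for SASP factors (0.00962) and −0.66 for angiogenic factors (0.0377). It was −0.60 for ECM components, −0.68 for ECM modifiers and −0.75 for ER to Golgi transport (0.0102 each). The median was −0.84 for hypoxia genes (0.0358) and −0.64 for myCAF markers (0 of 21 above 0, 0.0478, and 0.221 with a block), both at 0.175 without Kras Non-sen replicate 1. Of the members of the 15 called lists, at most 1 per list was called over all genes, and adjusted over the list alone up to 3 were lower (angiogenic factors) and up to 4 higher (mesothelial genes). With an estimated correlation the adjusted p of all 15 lists was 0.714 and by fry it was 0.332 to 0.363, so neither called a list, and those that follow the study are not independent evidence.

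The other called lists were less stable. Heat shock genes had a median difference of −0.75 (adjusted p = 0.0478, and 0.114 without Kras Sen replicate 2), and AP-1 genes −0.43 (0.0472, 0.175 without Kras Non-sen replicate 1, 0.135 without Kras+p53 Non-sen replicate 1 and 0.103 with a block). Mesothelial genes went the other way (3.64, 0.0567, and 0.53 without Kras Non-sen replicate 1, 0.127 and 0.121 without Kras Sen replicates 1 and 3 and 0.101 without Kras+p53 Sen replicate 3). Myeloid genes (−2.78, 0.0478, and 0.136 with a block) lost the call without any of Kras Non-sen replicates 1 to 3 (0.175, 0.207 and 0.147), Kras Sen replicate 3, Kras+p53 Sen replicate 1 (0.106 each) or Kras+p53 Non-sen replicate 3 (0.134). TGF-β genes (−0.43, 0.0707, and 0.221 with a block) lost it without Kras Non-sen replicate 1 (0.175), Kras Sen replicates 1 and 5 (0.131 and 0.135) or Kras+p53 Non-sen replicate 1 (0.135). Lysosome genes (−0.46, 0.0707, and 0.221 with a block) lost it without Kras Non-sen replicate 1 (0.135), Kras Sen replicates 2, 3 and 5 (0.123, 0.13 and 0.135) or Kras+p53 Non-sen replicate 1 (0.115). The unfolded protein response (−0.66, 0.0971) lost it without Kras Non-sen replicates 1 and 3 (0.129 and 0.15), Kras Sen replicates 1 to 3 (0.131, 0.165 and 0.164) or Kras+p53 Non-sen replicate 2 (0.22). Interferon genes (0.1), fibroblast identity (0.111), complement and lymphocyte genes (0.124 each) and iCAF markers (0.18) were not called. Median and test differed in sign for acinar, ductal, erythroid and DNA replication genes (median below 0, test higher) and for the Bcl2 family (0.12, test lower), and median and mean for pericyte (−0.32 and 0.87), apCAF (−0.52 and 0.73) and Schwann cell genes (0.18 and −0.41).

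Of single genes, 205 were called for a genotype difference (1745 with an unadjusted p under 0.05), 141 higher and 64 lower in Kras+p53 mice. This share of 68.78% higher was 79.88% with RLE scaling (323 genes), which moved the median of all genes from −0.115 to 0.136. Snx22, a sorting nexin gene with exons opposite another gene (13.37 ± 1.53, adjusted p = 0.000575), and Nudt9 (−11.71 ± 1.60, adjusted p = 0.00505) kept their calls in all fits that left out a library, but lost them with replicate number as a block (adjusted p = 0.257 each), where 0 of 28 named calls were kept (adjusted p of 0.256 to 0.432). The cytokine Mif (−3.02 ± 0.71, adjusted p = 0.0737) was called in 3 of 14 such fits. The count was 6 with a block and 63 with the uncertain gene classes left out. It was 32 to 333 with 1 library left out. Without Kras Non-sen replicate 1, 8 lists were called. Across the 14003 genes, which are not independent replicates, the Sen effects of the genotypes had a Pearson r of 0.22 and a Spearman rho of 0.23, and r was 0.038 without Kras+p53 Non-sen replicate 3. Of genes called in Kras mice, 65.89% had the same sign in Kras+p53 mice, against 56.71% of all genes.

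Among Non-sen libraries, those of Kras+p53 mice held more hypoxia, myofibroblast and endocrine transcripts than those of Kras mice. Genotype, lesion stage and any library batch go together in this comparison, and the Kras Non-sen libraries are those with the high shares of predicted and receptor genes. Of 38 hypoxia and glycolysis genes, 16 rose and 1 fell (20 and 1 adjusted over the list alone, median 1.83, adjusted p = 3.15e-05). The glycolytic enzyme Gapdh was at 6045 ± 2100 CPM against 614 ± 308 CPM (SD, n = 3 each, 3.30 ± 0.43, adjusted p = 0.000239), and Pgk1 rose by 2.86 ± 0.55 (adjusted p = 0.00437). Of 21 myCAF markers, 10 rose and 0 fell (17 adjusted over the list alone, median 1.82, adjusted p = 5.9e-05). Acta2 was at 2177 ± 968 CPM against 226 ± 36.5 CPM (3.27 ± 0.57, adjusted p = 0.00238), and the smooth muscle protein gene Tagln rose by 2.69 ± 0.63 (adjusted p = 0.0169). Of 10 endocrine genes 7 rose (7 adjusted over the list alone, median 9.28, or 7.24 with bounds, adjusted p = 3.15e-05), with insulin (Ins1) at 453 ± 82.5 CPM against 0.24 CPM. The endocrine call held with an estimated correlation (adjusted p = 0.0891), whereas hypoxia genes had an adjusted p of 0.21 and myCAF markers 0.736. The T cell chemokine Cxcl10 fell by 2.69 ± 0.63 (adjusted p = 0.017) and the actin-severing protein gene Gsn by 1.86 ± 0.47 (adjusted p = 0.0256).

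Another 10 lists were called among Non-sen CAFs. Acinar genes were lower in Kras+p53 (2 of 20 above 0, 0 called here or adjusted over the list alone, median −1.39, adjusted p = 3.24e-05), as were sex-linked transcripts (0 of 4 above 0, 1 fell and 2 adjusted over the list alone, −3.5, 0.0224). Higher were ECM modifiers (11 of 40 rose, 12 adjusted over the list alone, 1.2, 0.0108), ER to Golgi transport (5 of 25, also 5 adjusted over the list alone, 1.04, 0.0113) and myeloid genes (5 of 17, 8 adjusted over the list alone, 3.79, 0.0144). T cell regulating factors (9 of 23 rose, 10 and 1 lower adjusted over the list alone, 1.49, 0.0213) and lysosome genes (4 of 32, also 4 adjusted over the list alone, 0.78, 0.0256) were higher. ECM components (16 of 40 rose and 2 fell, 18 and 4 adjusted over the list alone, 1.09, 0.0213, and 0.123 without Kras+p53 Non-sen replicate 2), ductal genes (6 of 20, 8 adjusted over the list alone, 2.32, 0.0118, and 0.117 without Kras Non-sen replicate 1) and cell cycle genes (3 of 31, also 3 adjusted over the list alone, 1.53, 0.0447, and 0.267 without Kras Non-sen replicate 1) rose too. With an estimated correlation the adjusted p was 0.21 for T cell factors, 0.8 for ECM components and 0.736 for the others. The ECM, hypoxia, transport and cell cycle lists follow the study. Sparc rose by 2.25 ± 0.34 (adjusted p = 0.000732) and Vegfa, a growth factor of blood vessels, by 3.94 ± 0.96 (adjusted p = 0.0214). Arginase 1 (Arg1), a myeloid enzyme, rose by 10.17 ± 2.15 (adjusted p = 0.00863). Cdkn2a rose by 7.48 ± 2.69 (adjusted p = 0.0875, and 0.18 without Kras+p53 Non-sen replicate 1), and Mki67 was at least 110-fold higher (adjusted p = 0.0449, and 0.113 without that library). Gm48494 had no counts in Kras+p53 Non-sen libraries and was at least 31000-fold lower.

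In total 2262 genes were called among Non-sen CAFs, 1161 higher and 1101 lower, with 3600 at an unadjusted p under 0.05. The count was 640, 647 and 947 without Kras+p53 Non-sen replicates 1, 2 and 3, and 20 lists in place of 13 were called without replicate 3. The groups did not overlap at 42.58% of genes, against 10% by chance. Median and test differed in sign for AP-1 (0.22, test lower), the unfolded protein response (−0.17, test higher), and qRT-PCR genes (median −0.36, mean 0.20, test lower). Median and mean differed for iCAF markers (0.04 and −0.25), neutrophil (0.25 and −0.07) and Schwann cell genes (0.28 and −0.66).

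Among Sen CAFs, endocrine, epithelial, mesothelial and hypoxia genes were higher and interferon and iCAF genes lower in Kras+p53 than in Kras mice. All 10 endocrine genes were above 0 and 8 rose (10 adjusted over the list alone, median 9.06, adjusted p = 2.01e-18), with an adjusted p of 0.00165 with an estimated correlation. Ins1 was at 416 ± 145 CPM (SD, n = 3) against 0.288 CPM (n = 5). Of 20 ductal genes 5 rose (11 adjusted over the list alone, 2.45, 1.44e-07), of 9 mesothelial genes 4 (7 adjusted over the list alone, 3.37, 3.67e-05) and of 10 pericyte genes 2 (by either adjustment, 1.57, 0.00179). Of 38 hypoxia genes 7 rose (11 adjusted over the list alone, 1.15, 0.000168), of 31 cell cycle genes 4 (8 adjusted over the list alone, 2.08, 4.96e-05) and of 21 myCAF markers 5 (11 adjusted over the list alone, 1.09, 0.000168). With an estimated correlation the adjusted p was 0.237 for cell cycle genes, 0.412 for myCAF markers and 0.225 for the other 4 lists. Mesothelin (Msln) was at 121 ± 31 CPM against 0.255 CPM (8.91 ± 1.40, adjusted p = 0.00365) and Gapdh at 4600 ± 284 CPM against 1167 ± 314 CPM (1.98 ± 0.35, adjusted p = 0.00839). Acta2 was higher by 1.92 ± 0.46 (adjusted p = 0.0367, and 0.178 without Kras+p53 Sen replicate 3).

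Interferon and antigen presentation genes were lower in Kras+p53 Sen CAFs (6 of 45 above 0, 1 rose and 2 fell, 2 and 2 adjusted over the list alone, median −1.17, adjusted p = 6.26e-07). Of 20 iCAF markers 1 rose and 3 fell (1 and 6 adjusted over the list alone, −0.70, 4.96e-05), and of 28 AP-1 genes 0 rose and 5 fell (0 and 6 adjusted over the list alone, −0.36, 6.71e-05). NF-κB genes (0 rose and 2 fell of 29, 1 and 5 adjusted over the list alone, −0.45, 0.00121) and the qRT-PCR list (0 and 1 of 14, 1 and 5 adjusted over the list alone, −0.67, 0.00427) were lower. So were unfolded protein response (1 rose and 1 fell of 24, by either adjustment, −0.46, 0.0107), heat shock (4 of 13 above 0, 0 called, −0.34, 0.0368) and acinar genes (1 of 20 above 0, 0 called, −2.68, 1.44e-07). The adjusted p with an estimated correlation was 0.442 for NF-κB and qRT-PCR genes, 0.464 for the unfolded protein response, 0.548 for heat shock and 0.443 for the others. Nrp1, a receptor of semaphorins and vessel growth factors, fell by 3.16 ± 0.58 (adjusted p = 0.00982). Cxcl1 was at 3027 ± 1170 CPM against 13350 ± 6260 CPM (−2.14 ± 0.59, adjusted p = 0.0585, and 0.227 without Kras+p53 Sen replicate 3). Cxcl10 was at 130 CPM against 711 CPM (−2.44, adjusted p = 0.0367, and 0.158 without Kras+p53 Sen replicate 1).

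The remaining list calls among Sen CAFs depended on single libraries. SASP factors were lower (1 rose and 3 fell of 40, 4 and 5 adjusted over the list alone, median −0.26, adjusted p = 0.0439, and 0.298 and 0.117 without Kras+p53 Sen replicate 3 and Kras Sen replicate 3). Erythroid genes (1 of 5 rose, 5 adjusted over the list alone, 4.26, 0.0292, and 0.239 and 0.194 without Kras Sen replicate 4 and Kras+p53 Sen replicate 3) and apCAF markers (1 of 9, by either adjustment, 1.43, 0.0328, and 0.145 without Kras+p53 Sen replicate 3) were higher. T cell regulating factors (5 of 23 rose, 7 and 1 lower adjusted over the list alone, 0.79, or 0.65 with bounds, 0.0479, and 0.125 without Kras Sen replicate 4) and DNA replication genes (4 of 40, 5 adjusted over the list alone, 0.39, 0.0572, and 0.16 and 0.107 without Kras+p53 Sen replicate 3 and Kras Sen replicate 1) were higher. Sex-linked transcripts were lower (0 of 4 called, −1.28, 0.0628, and 0.184 and 0.271 without Kras+p53 Sen replicates 1 and 3, 0.117 and 0.183 without Kras Sen replicates 3 and 4). With an estimated correlation the adjusted p was 0.603 for SASP, 0.508 for erythroid, 0.445 for apCAF, 0.225 for T cell and 0.461 for DNA replication and sex-linked genes. In total 818 genes were called, 620 higher and 198 lower, with 2049 at an unadjusted p under 0.05, and the groups did not overlap at 16.75% of genes, against 3.57% by chance. The count was 1254 without Kras Sen replicate 4, 442 and 466 without Kras+p53 Non-sen replicates 1 and 2, and 162, 174 and 229 without Kras+p53 Sen replicates 1 to 3. Median and test differed in sign for ECM components (0.36, test lower), complement, TGF-β, lymphocyte (0.73, test lower) and lymphatic endothelial genes (−1.09, test higher), and angiogenic factors had a median of −0.15 and a mean of 0.13.

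**Figure D4:**
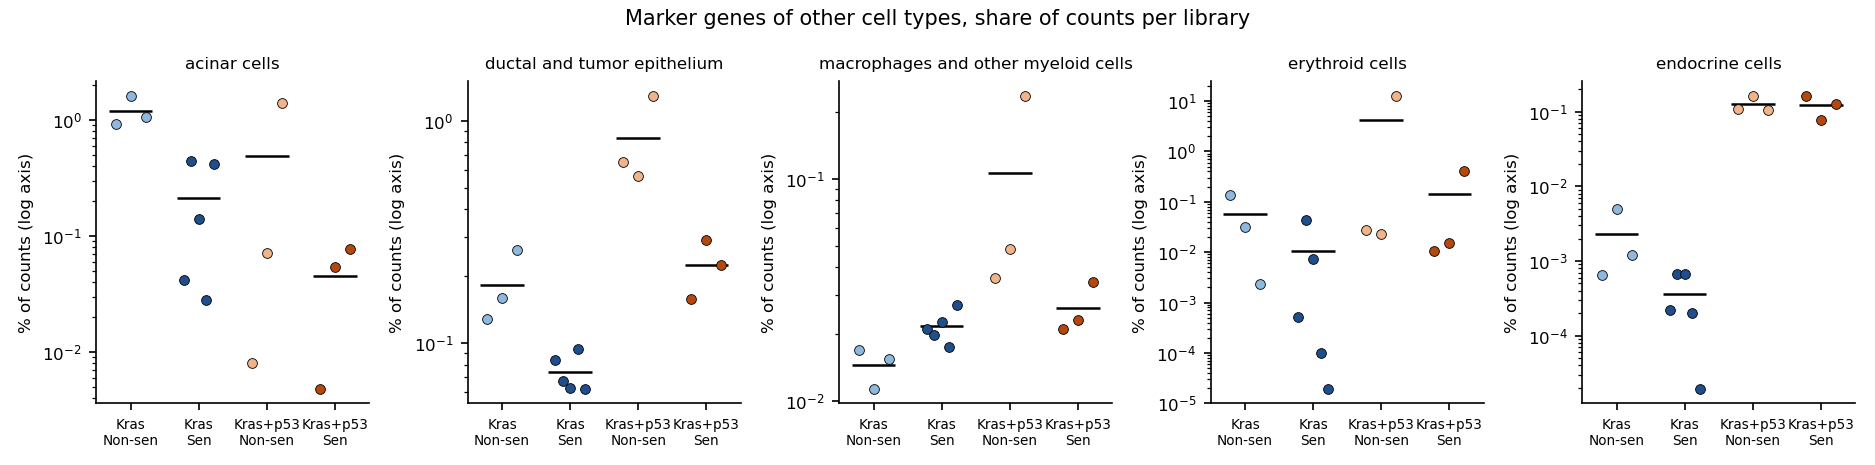
Share of counts in percent, on a log axis, from marker genes of 5 other cell types in each library (points) by group, with the group mean (horizontal line). Endocrine transcripts made up 0.125% of Kras+p53 Non-sen and 0.122% of Kras+p53 Sen counts, against 0.00228% and 0.000357% in Kras mice, and Kras+p53 Non-sen replicate 3 had the highest acinar share in its group (1.4%).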

Values the study reported

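On average, SA-βGal activity was found by the study in 15.5% of CAFs. It gave mean fractions of p16+ cells of 8.7% in the stroma of PanIN lesions and 12.5% in the stroma of PDAC, and 17.6% and 19% in the epithelium of these lesions.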

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

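The tests chosen only after the result was seen were both tests of genomic DNA on opposite pairs, that of its spread over receptor genes, the count of erythroid, acinar and myeloid genes in Kras+p53 Non-sen replicate 3, the look at its same-numbered Sen library, and both tests on inflammatory genes.

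Genes that lie opposite an abundant gene held 15.6% to 20.4% of the counts of 106 such pairs in the Kras Non-sen libraries, while the 1.1% to 1.7% in the other libraries was set by choosing pairs whose weaker partner was at least 10 times lower there. The tests of genomic DNA on these pairs disagreed, so they do not decide on it. The correlation of gain with the abundance of the opposite gene came out as genomic DNA predicts (Spearman rho of 0.059 across pairs). In a test added after that, the 21 partners that do not overlap the 3′ end of the abundant gene had a median log2 gain of −0.014 (bootstrap interval −0.789 to 0.326), which it does not predict. A series of 7 predicted genes held 15.1% ± 2.58 of Kras Non-sen and 0.157% ± 0.0811 of Kras Sen counts. Receptor genes detected per library were 663 to 805 in Kras Non-sen and 180 to 370 in Kras Sen. Reads counted without regard to strand are a candidate explanation. Partners over the 3′ end, where reads of this protocol lie, gained 1.698 more than those off it on the log2 scale (bootstrap interval 0.657 to 2.809), although the low correlation gives it no support. In some pairs counts moved from the abundant gene to its partner. Ctnnb1 and Ulk4 were at 5.91 and 121 CPM in Kras Non-sen and 241 and 9.80 CPM in Kras Sen libraries. Other pairs showed no such move, such as Serf2 and Serinc4 (348 and 0 CPM in Kras Non-sen libraries). Strand is argued against for the receptor genes, of which 6% of the 50 highest have exons opposite another gene, and genomic DNA cannot be told apart there, since the 10 highest held 47.79% of receptor counts, between the values set for and against it. These classes made up 38.37% of the lower calls in Kras mice (17.51% of tested genes), and opposite-strand genes 14.29% of the higher calls (9.93% of tested genes), so part of the calls in both directions may come from this difference, and a biological difference between Sen and Non-sen CAFs stays open.

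Kras+p53 Non-sen replicate 3 stood apart from the other Kras+p53 libraries. 1 gene taking most of the counts is argued against, since without the highest gene, Hbb-bs (4.21% of counts), its correlation with its group was still lower by 0.048 (0.883 against 0.931). RNA of other cells cannot be told apart from a difference between the mice: 100% of 42 tested erythroid, acinar and myeloid genes were highest in this library, but it was singled out by the shares of these same lists, so this count restates the pattern. The sort for Cd45− and Epcam− cells would remove leukocytes and epithelium, and the acinar share there was 1.4%. A biological difference between the mice stays open. Kras+p53 Sen replicate 3 also had the highest erythroid (0.411%, others 0.0106% and 0.0150%), mitochondrial (13.15%), acinar (0.0769%) and myeloid (0.0344%) shares of its group. Its pairing came from shared deviations, so this is not independent evidence.

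Inflammatory genes called higher in Kras Sen libraries were mostly above 0 in Kras+p53 mice too, where none was called. Differences in how the Kras Non-sen libraries were counted would not move them in Kras+p53 mice, where 85.19% of the members called higher in Kras (23 of 27) were above 0, against 55.39% of genes of matched expression (permutation p = 0.0013). Without Kras+p53 Non-sen replicate 3 the share was 66.67% (permutation p = 0.13), so this explanation cannot be told apart from a shared response because the result rests on that library. A larger share of fibroblast RNA in Sen libraries is a candidate explanation that stays open, since the median of the inflammatory lists was not above that of fibroblast identity genes in either genotype (differences of −0.303 in Kras and −0.195 in Kras+p53 mice). A response of Sen CAFs stays open too.

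Single libraries lay far from the others of their group in 17 of 66 tests in Kras Sen libraries, where chance gives about 1 in 20 (3.3). In 5 of these (Ins1, Krt20, Lgals2, Snrpb and Sst) the other 4 libraries were at 0, so that any count would lie far from them, and 12 of the other 61 remain (3.05 by chance). The ribosomal protein share was lowest in replicate 5 (5.7%, others 9.107% to 9.437%). Replicate 2 had the highest neutrophil (0.02058%) and erythroid share (0.04371%), and replicate 1 the highest share of receptor genes (0.3851%), of predicted genes (4.3%) and of a series of 7 predicted genes (0.2995%). In unscaled CPM, Cdkn2a was at 24.71 in replicate 4 and at most 0.6136 in the others. Bcl2 was at 0.1947 in replicate 5 and Cdkn2b at 0 in replicate 2 (others 28.63 to 55.68 CPM). Replicate 2 was highest in Chga (0.64 CPM), Gal3st3 (0.96 CPM) and Ins1 (1.6 CPM), replicate 3 in Krt20 (6.443 CPM), replicate 5 in Gm47630 (1.558 CPM) and replicate 4 in Lgals2 (3.558 CPM), Snrpb (17.84 CPM) and Sst (0.04874 CPM, 1 count).

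The test of the genotype difference called 205 genes, but 6 with replicate number as a block, 32 to 107 without single Kras+p53 libraries, and chance is not excluded (5 of 100 splits as large). None of the 20 calls below was kept with the block (adjusted p of 0.256 to 0.432). The largest fitted differences (Kras+p53 minus Kras, log2), which depend on the fit's own floor where a group has no counts, were 16.75 for Gm48494, 16.17 for Vmn2r84, 15.43 for Olfr54, 15.24 for Zfp385c, 14.38 for Nsl1, 13.78 for Gm14391, 13.73 for 1700128F08Rik, 13.65 for Grik2, 13.37 for Snx22 and 12.56 for Chrna1. On the other side were −11.71 for Nudt9, −11.18 for Eef1e1, −10.84 for Apex1, −10.57 for Carm1, −10.47 for Clybl, −10.45 for Slc25a37, −10.43 for Cnot2, −10.15 for Dusp14, −10.13 for Vps37c and −10.11 for Tmem254a.

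Of the gene lists, 15 were called for the difference with the preset correlation, but 0 with an estimated one (adjusted p of 0.714 for all) and 0 by fry, and 33 of 100 splits called as many. With a block 10 of the 15 were kept, and 6 in all fits that left out a library. The median differences were −1.05 for NF-κB, −0.82 for SASP, −0.84 for hypoxia, −0.75 for heat shock and for ER to Golgi transport, −0.68 for ECM modifiers, −0.66 for angiogenic factors and for the unfolded protein response, −0.64 for myCAF, −0.6 for ECM components, −0.46 for lysosome, −0.43 for AP-1 and for TGF-β, −2.78 for myeloid and 3.64 for mesothelial genes.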

How the results depend on the processing

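The alternatives that left out predicted, receptor and opposite-strand genes, those with only the Kras+p53 libraries, and the list tests with only the 2 groups compared, were chosen only after the result was seen, as tests and settings. The counts given here differ by over 1.5 times from those of the report, and the cause was not tested except where fewer genes or libraries entered the fit. In Kras mice the 2850 calls were 5068 with no low-count filter, 1794 with at least 10 counts in 5 libraries, 1211 with only the 2 groups compared and 1745 with the uncertain gene classes left out. In Kras+p53 mice the 0 calls of edgeR (230 genes at an unadjusted p under 0.05) were 15 with no low-count filter, 20 with DESeq2, 131 with limma-voom and 1 with transcripts in place of genes. For the genotype difference the 205 calls were 323 with RLE scaling, 349 with no filter, 1147 with DESeq2, 1576 with limma-voom, 70 at an adjusted p under 0.05, 320 with 1 surrogate variable and 63 with the classes left out. Among Non-sen CAFs the 2262 calls were 1502 with the strict filter, 3462 with DESeq2, 4630 with limma-voom, 1074 at 0.05, 1459 with a surrogate variable, 3978 with transcripts and 1181 with the classes left out. Among Sen CAFs the 818 calls were 2696 with limma-voom, 414 at 0.05 and 375 with a surrogate variable. Simulated false shares rest on few changed genes and need not hold here.

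The correlation of the Sen effects (0.22) was 0.101 with no filter, 0.168 with DESeq2 and 0.154 with transcripts. Called lists went from 25 in Kras mice to 0 with an estimated correlation, and from 25 in Kras+p53 mice to 0 with an estimated correlation, 0 with fry and 15 with the Kras+p53 libraries alone without Non-sen replicate 3. For the genotype difference the 15 lists became 0 with an estimated correlation, 0 with fry, 9 with RLE scaling, 9 with the strict filter, 9 with thinned counts and 6 with the classes left out. Among Non-sen CAFs the 13 lists became 1 with an estimated correlation, 24 with fry and 21 with no filter, and among Sen CAFs the 21 became 1 with an estimated correlation and 10 with fry.

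With replicate number as a block the calls were 693 in Kras mice, 6 for the genotype difference, 720 among Non-sen and 1545 among Sen CAFs, and 3 lists were called among Non-sen CAFs. The Kras+p53 numbers were read as pairs. There the block alone changed no gene call and ended the lymphatic endothelial list call. With a block the Kras+p53 libraries alone gave 23 calls. In Kras mice same-numbered libraries did not deviate together (r = −0.021, −0.006 and −0.047), so the numbers were not read as pairs there. The study calls these fractions matched without saying which libraries match. With the block 51 of 130 named Kras calls were kept and 0 of 28 for the genotype difference (adjusted p of 0.256 to 0.432). The block kept 37 of 102 among Non-sen and 73 of 83 among Sen CAFs. Of the Kras calls limma-voom kept 70 of 130, and the fit of only the 2 groups 68 of 103.

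Leaving out each library in turn gave 2614 to 3270 genes in Kras mice, 0 to 0 in Kras+p53 mice, 32 to 333 for the genotype difference, 640 to 2948 among Non-sen and 162 to 1254 among Sen CAFs. For the difference, 9 libraries moved the count by over 1.5 times: 315 without Kras Non-sen replicate 1, 111 without 3, 333 without Kras Sen replicate 1, 38, 32 and 107 without Kras+p53 Non-sen replicates 1, 2 and 3, and 58, 67 and 53 without Kras+p53 Sen replicates 1, 2 and 3. Among Non-sen CAFs the counts were 640, 647 and 947 without Kras+p53 Non-sen replicates 1, 2 and 3. Among Sen CAFs they were 1254 without Kras Sen replicate 4, 442 and 466 without Kras+p53 Non-sen replicates 1 and 2, and 162, 174 and 229 without Kras+p53 Sen replicates 1, 2 and 3. The correlation ranged from 0.038 (without Kras+p53 Non-sen replicate 3) to 0.228. List counts were 22 to 25 in Kras and 11 (without Non-sen replicate 3) to 29 in Kras+p53 mice, 8 (without Kras Non-sen replicate 1) to 21 for the difference, 11 to 20 (without Kras+p53 Non-sen replicate 3) among Non-sen and 16 to 22 among Sen CAFs. Of 130 named genes called in Kras mice 83 kept the call in all such fits, as did 5 of 28 for the difference, 58 of 102 among Non-sen and 29 of 83 among Sen CAFs. Direction turned for Cdh5 (−6.545 to 0.968), Esam (−7.752 to 0.975), Lyve1 (−9.294 to 0.973), Upk1b (−8.334 to 0.998) and Ltf (−5.791 to 2.531), whose Kras Non-sen counts came from a single library, replicate 2 for Ltf and 1 for the others. At the lowest total, 3137812 counts, genes at a few CPM rest on a few counts. With counts thinned to the shallowest library 119 of 126 named calls were kept in Kras mice, 19 of 28 for the difference, 98 of 100 among Non-sen and 69 of 79 among Sen CAFs. At the same totals the simulation recovered 18.5% of 16-fold changes in Kras mice with the real dispersion and 100% with 0.1 of it, so the spread between libraries limited recovery there more than depth.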

Other observations

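The comparison of the number of calls with other splits of the libraries was planned, and no test in this part was chosen after its result was seen.

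Single genes not described above were also called in Kras Sen CAFs. Each call below held without each library in turn unless a value is given. The anti-apoptotic Mcl1 rose from 139 to 516 CPM (1.89 ± 0.60, adjusted p = 0.0447), although the Bcl2 family as a list was not called. The death receptor gene Tnfrsf10b fell by 3.92 ± 1.08 (adjusted p = 0.0246). Pmepa1, a feedback inhibitor of TGF-β signalling, rose by 1.92 ± 0.48 (adjusted p = 0.0166), and the annexin gene Anxa2, which binds plasminogen, by 1.30 ± 0.37 (adjusted p = 0.0286). The maintenance DNA methyltransferase Dnmt1 fell by 4.52 ± 1.38 (adjusted p = 0.0377). Ero1l, an ER oxidase, was the 1 hypoxia gene called lower, from 210 to 41.7 CPM (adjusted p = 0.00814), in a list with 26 of 38 members above 0. The cathepsin gene Ctss, a myeloid marker, was at 17 CPM in Sen and 0.151 CPM in Non-sen libraries (6.78 ± 1.55, adjusted p = 0.0112), while the B cell gene Cd79a was at least 77.2-fold lower (adjusted p = 0.0377, 0.116 without Kras Non-sen replicate 1).

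Endocrine transcripts beyond insulin separated the genotypes. In Kras+p53 Non-sen CAFs, Chga, Iapp and Gcg were at least 433-, 447- and 411-fold higher than in Kras Non-sen CAFs, and the intestinal keratin gene Krt20 at least 1120-fold. Endocrine shares were close in Sen and Non-sen libraries of Kras+p53 mice (0.122% and 0.125%, exact p = 1).

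In Kras mice only the real split of 8 libraries, 1 of 56, gave as many genes (2850, highest other 420) or lists (25, highest other 21). Among Sen CAFs only the real split, 1 of 56, did so (818 genes, highest other 286, 21 lists, highest other 17). Chance is excluded at the 0.05 level if libraries are independent, but a batch difference between groups is not. For the genotype difference 5 of 100 splits, drawn from 1120, gave as many genes (205, highest other 1189) and 33 of 100 as many lists (15, highest other 30), so chance is excluded for neither. For genes this is no clean test of chance, since the 4 other splits as large (645 to 1189 genes) kept the real Kras groups and redrew only the Kras+p53 libraries. The 95 that redrew the Kras groups gave at most 82 genes, and 28 of them as many lists. In Kras+p53 mice there are only 10 splits, too few for a share under 0.05: 10 of them gave at least the real 0 genes (highest other 2) and 2 as many lists (25, highest other 29). With the numbers read as pairs, the 3 other splits that part all 3 pairs gave 10, 24 and 18 lists and at most 1 gene. The 6 that part 1 pair keep 2 pairs each within a group, and gave 19 to 29 lists. Among Non-sen CAFs, with 10 splits as well, 1 gave as many genes (2262, highest other 0) and 3 as many lists (13, highest other 18, median 10).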
